A study of Drosophila melanogaster with 27 samples.

How the data were processed

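Total RNA came from 20 female heads per sample, in groups of 3 biological replicates. Per the labels' protocols, libraries of polyadenylated RNA were made with the VAHTS Universal V10 kit and sequenced as paired-end reads of 150 bases on an Illumina NovaSeq instrument. The series has 27 samples in 9 groups, and the table used here has 6 columns, which are named after the 3-day and 50-day Oregon-R libraries, replicates 1 to 3 of each. All 6 columns were matched to samples by the library names in the labels, and 0 columns were left without a sample. The comparisons between diets, between Lsp2 or Rheb overexpression and their controls, between these transgenes, between control backgrounds, and of effects across experiments were planned and are not analysed here, because the other 21 samples have no column in this table.

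The authors deposited a value per gene and library under a name that says counts, but the values are not whole numbers. They are read here as FPKM, that is, scaled by the authors for gene length and library depth. The reasons are that column sums differ between libraries, and that the product of value and exon length of low genes falls on a lowest step and its multiples. TPM, in which all transcripts of a library sum to a constant, over a longer gene list would look alike and cannot be excluded. The units differ by a constant factor per library, which the scaling below removes, so that folds and tests stand while absolute levels would carry that factor. The tool for quantification, the aligner, the genome build, the annotation, the handling of strand and of reads shared between paralogues, and any filter are stated in neither the table nor the labels. The sequencing depth is not stated either. The lowest step of value times exon length, taken as a single fragment under the FPKM reading, gives roughly 17000000 to 22000000 fragments per library. This rests on exon lengths from another annotation and on the FPKM reading, so no counting error is given for single values, and the precision of each value is that of its 3 replicates. The table gives no coordinates and names no build, and none are printed.

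The design fixed before the data were examined assumed counts, with a count model. Because the values are not counts, log2 values were tested with limma 3.58.1 in R 4.3.3 instead. Each library was multiplied by a trimmed-mean factor. The log2 of this factor was minus the mean log2 ratio of the library to the first 3-day library. The mean was taken over genes above 1 FPKM in both, with 30% trimmed from each end of the ratios and 5% from each end of the levels. The factors, centred to a geometric mean of 1, were 0.972, 0.948 and 0.968 for the 3-day libraries and 1.11, 1.01 and 1.00 for the 50-day libraries. Such a factor takes the bulk of the genes as unchanged, and all directions are relative to that bulk. Genes with a mean scaled value of at least 1 FPKM over the 6 libraries were kept, and log2(value + 1) was fitted with lmFit and eBayes with a mean-variance trend, with age as the factor and no covariate. P-values were adjusted by the Benjamini-Hochberg method over the 8742 genes tested, with a threshold of 0.05. Log2 changes are on the log2(value + 1) scale and understate the change of genes near or under 1 FPKM. Values and SD in the text are the deposited ones, before the factors, and ratios of means use scaled values.

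The genes named were fixed by a rule before the data were examined, with FPKM in place of CPM. They are the 3 highest and the 3 lowest log2 changes among genes with an adjusted p under 0.05, with no overlap between the ages in scaled values and a mean of at least 5, plus a fixed list of 25 genes. Of this list 22 were in the table and 21 passed the filter; Lsp1gamma, roX1 and roX2 were not analysed here. Symbols were matched to the BDGP6.54 gene annotation (Ensembl) and its RefSeq synonyms for identifiers, gene type and exon length. Of 11923 symbols, 10896 matched directly, 986 through a synonym and 41 not at all, and 99.7% of genes had a length.

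The 10 gene lists were also written in advance: cytosolic ribosomal proteins, TOP-type translation factors (fly orthologues of mammalian TOP mRNAs), ribosome biogenesis, mitochondrial ribosomal proteins, oxidative phosphorylation, antimicrobial peptides, heat shock, phototransduction, neuronal and fat body genes. They were tested with limma's camera at an inter-gene correlation of 0.01, with fry and with camera at an estimated correlation as alternatives. Marker lists for muscle, hemocytes, ovary germline, testis and gut were written after some values had been seen and serve only in the closing observations. For the check of ribosomal protein genes, 10000 random lists were drawn, in which each of 82 genes with a known length was replaced by a gene among its 50 nearest in exon length and mean level. The length trend of each library was removed, where stated, with lowess (span 0.3) of its deviations from the gene means on log2 exon length.

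Alternatives to the scaling, the filter, the pseudocount, the variance trend and the set test were run, with the replicate number as a block, with the 10 most abundant genes left out, and with each library left out in turn. Scripts were tested on simulated data for 8742 genes with the observed means and spreads. Of 200 genes changed by 1 on the log2 scale, 94.5% were recovered with 8 false calls, and of 200 changed by 0.5, 51.5% were recovered with 7 false calls. With no list changed, 0 of 10 lists were called, and with the ribosomal protein list shifted by 0.4 only that list was called. Genes were simulated independently of each other. The check therefore does not cover lists whose genes vary together between libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6.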

Results

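RNA from the heads of female Drosophila melanogaster was measured by sequencing of polyadenylated transcripts, with 20 heads pooled in each sample. The series holds 27 samples in 9 groups of 3, covering diets, fat body overexpression of Lsp2 or Rheb, and age. The values used here are those of the age experiment, 6 libraries from the wild-type strain Oregon-R kept on standard food at 25 °C. Of these, 3 came from 3-day-old flies and 3 from 50-day-old flies. The other 21 samples were not analysed here. The title of the series ties Lsp2, a storage protein of the larval serum protein family that the fat body secretes, to the mTORC1 growth pathway, to translation of mRNAs with a terminal oligopyrimidine (TOP) motif, and to lifespan. The comparison of the ages asks which head transcripts differ between young and old flies, with Lsp2 and the transcripts of the translation machinery as the items of most interest.

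The table lists 11923 genes, nearly all protein-coding, with a value per gene and library that is read here as FPKM, that is, sequenced fragments scaled by gene length and library depth. The table states no sequencing depth. If the values are FPKM, the lowest step of value times exon length corresponds to roughly 17000000 to 22000000 fragments per library, an estimate too coarse for an interval on single values. The summed values were 427992, 450496 and 502587 FPKM in 3-day replicates 1 to 3, and 539645, 504504 and 514826 in 50-day replicates 1 to 3. Between 8558 and 8806 genes reached 1 FPKM in a library. The 10 most abundant genes of each library held 12.7% to 14.6% of the summed values at 3 days and 16.4% to 21.4% at 50 days. Across the 8742 genes tested, Pearson's r of log2 values ran from 0.985 to 0.991 between libraries of the same age and from 0.895 to 0.940 between ages. The first principal component carried 82.2% of the variance and separated the ages, with 3-day libraries at -37.9, -28.5 and -28.7 and 50-day libraries at 38.4, 26.02 and 30.7. The labels give no sequencing batch, and none was tested.

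Of the 8742 genes with a mean of at least 1 FPKM, 3418 (39.1%) differed between the ages at a limma adjusted p under 0.05. Of these, 1604 were higher and 1814 lower at 50 days. The change was at least 2-fold for 635 of them, 408 higher and 227 lower. The median size of the change among the 3418 genes was 0.54 on the log2 scale, against a median standard error of 0.11 over the tested genes. In 4747 genes (54.3%) every 50-day library lay on one side of every 3-day library, where chance gives 10%. The alternative that moved the balance most was rescaling each library to the same sum, chosen after seeing the data. It gave 3859 genes, 734 higher and 3125 lower, because it shifted the median change of all genes to -0.26. Without any further scaling of the deposited values, 1138 of 3409 genes were higher (33.4%, against 46.9% with the trimmed-mean factors), with a median change of -0.098. Directions below are therefore relative to the bulk of the genes.

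**Figure D1:**
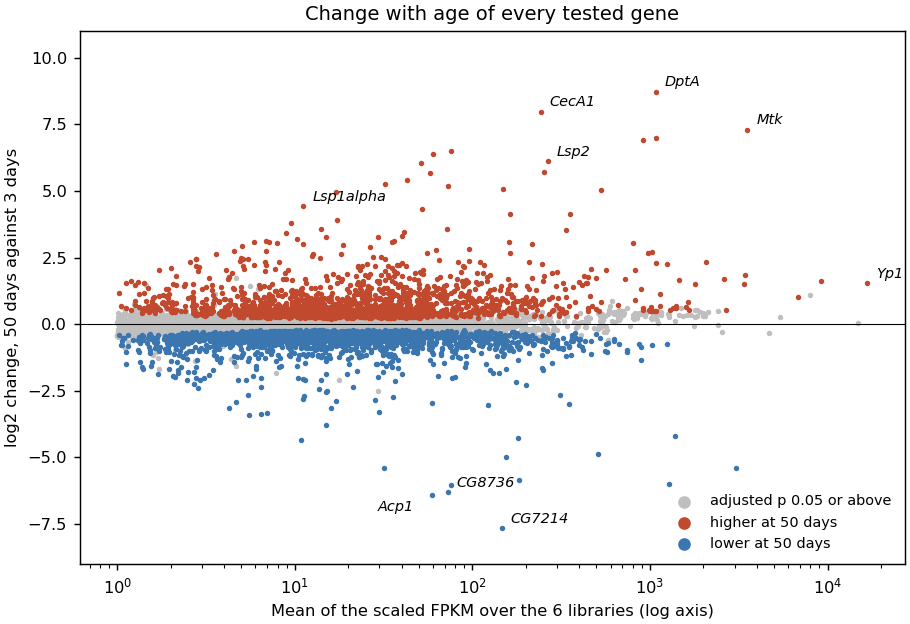
Each point is a gene, with the mean scaled FPKM over the 6 libraries on a log axis and the log2 change from 3 to 50 days on the other. Red and blue points are the 1604 higher and 1814 lower genes at an adjusted p under 0.05, and grey points are the rest of the 8742 tested genes.

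The 3 genes with the highest changes under the naming rule encode antimicrobial peptides. DptA (Diptericin A, FBgn0004240) had 4.64 ± 4.76 FPKM at 3 days and 2074 ± 1226 at 50 days (SD, n = 3 each), a log2 change of 8.73 (SE 0.61, limma adjusted p 7.24e-05). CecA1 (Cecropin A1, FBgn0000276) went from 0.716 ± 0.691 to 469 ± 341 FPKM, with a log2 change of 7.98 (SE 0.53, adjusted p 6.20e-05). The cecropin genes are close copies, so the split of reads between CecA1 and its neighbours is uncertain. Its 3-day values were 0, 1.38 and 0.769 FPKM, and with a pseudocount of 0.1 its change was 9.67, so the size of the rise is not firm. Mtk (Metchnikowin, FBgn0014865) went from 58.2 ± 60.6 to 6701 ± 2853 FPKM, with a log2 change of 7.30 (SE 0.65, adjusted p 0.000193). For all 3, the lowest 50-day library exceeded the highest 3-day library, which the naming rule requires. In each of them 50-day replicate 2 had the lowest value of its age. The 3 genes with the lowest changes were CG7214 (FBgn0031940), Acp1 (FBgn0014454) and CG8736 (FBgn0033308). CG7214 fell from 303 ± 165 to 0.297 ± 0.122 FPKM (log2 change -7.67, SE 0.34, adjusted p 2.51e-05). Acp1 fell from 122 ± 87.5 to 0.182 ± 0.0975 FPKM (log2 change -6.40, SE 0.44, adjusted p 6.85e-05). CG8736 fell from 149 ± 129 to 0.420 ± 0.305 FPKM (log2 change -6.31, SE 0.55, adjusted p 0.000180). The sizes of these falls depend on the pseudocount, since the 50-day values lie below it, and with a pseudocount of 0.1 the change of CG7214 was -9.39. In each of these 3 genes, 3-day replicate 1 had the highest value of its age. With only 3-day and 50-day flies, a fall soon after day 3 cannot be told from a fall late in life.

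Lsp2 (FBgn0002565) was higher at 50 days in all 3 libraries. Its values were 8.58, 6.67 and 4.83 FPKM at 3 days (6.70 ± 1.87, SD, n = 3) and 379, 712 and 433 FPKM at 50 days (508 ± 179). The ratio of the scaled means was 81.3, and the log2 change was 6.12 (SE 0.24, limma adjusted p 1.37e-05), with a range of 5.85 to 6.32 over 17 alternative fits. The paralogues Lsp1alpha and Lsp1beta were also higher at 50 days. Lsp1alpha was at or under 0.0295 FPKM in every 3-day library and at 24.4, 11.5 and 28.3 FPKM at 50 days (adjusted p 5.85e-05). No ratio is given for it, because its 3-day values sit at the bottom of the measured range. Lsp1beta went from 8.05 ± 5.90 to 45.03 ± 20.0 FPKM (log2 change 2.52, SE 0.49, adjusted p 0.00522). Lsp2 was 4.65 to 10.6 times Lsp1alpha and Lsp1beta together in the 50-day libraries. The fat body transcript Fbp1 rose from 1.79 ± 1.11 to 5.15 ± 3.09 FPKM without passing the threshold (log2 change 1.12, adjusted p 0.0881). Leaving out 50-day replicate 2 gave 1.67 with an adjusted p of 0.00517, within a range of 0.00517 to 0.253 over 16 alternative fits. Rescaling each library to the same sum also gave a call for Fbp1 (0.92, adjusted p 0.0435), as did the replicate number as a block (adjusted p 0.0246). Fbp2 was at or under 0.1604 FPKM in every library and was not tested.

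**Figure D2:**
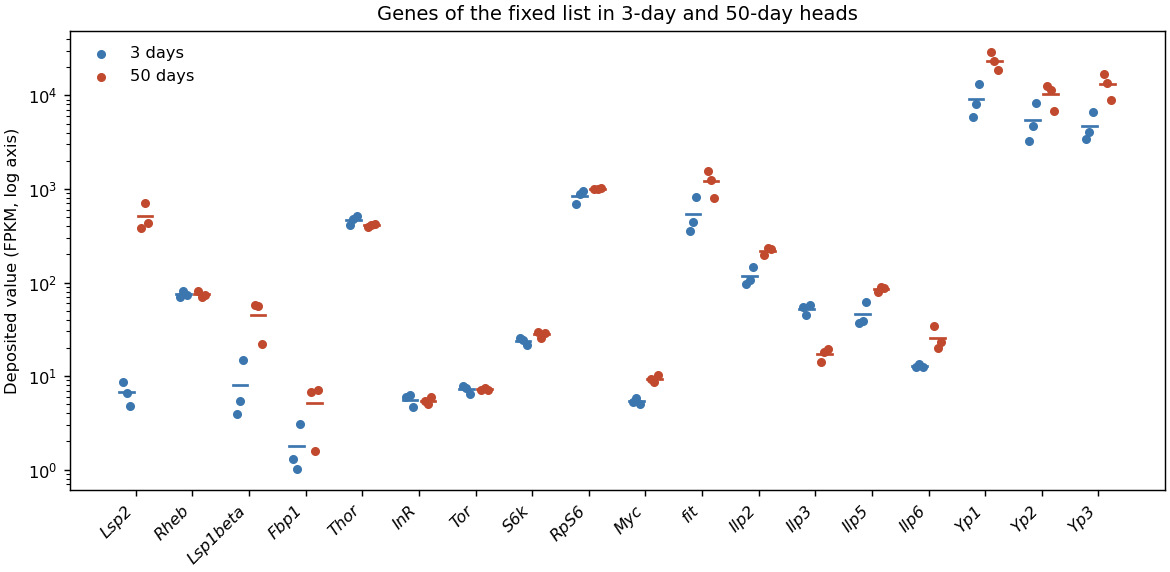
Points are the deposited values of single libraries in FPKM on a log axis for genes of the fixed list other than Lsp1alpha, Fbp2, to and w, blue for 3 days and red for 50 days, and bars are the means of 3 libraries. Lsp2 lies between 4.83 and 8.58 FPKM at 3 days and between 379 and 712 FPKM at 50 days, while Rheb and Tor overlap between the ages.

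Of the mTORC1 pathway transcripts on the fixed list, Rheb, Tor, InR and Thor were not called in the fit reported. The pathway as a whole was not tested as a list. Rheb, which encodes the small GTPase that activates mTORC1, was at 74.6 ± 5.23 FPKM at 3 days and 75.1 ± 6.26 at 50 days (log2 change 0.12, SE 0.11, limma adjusted p 0.441). Tor, InR and Thor had log2 changes of 0.091, 0.069 and -0.093, with adjusted p of 0.462, 0.668 and 0.568. Rescaling each library to the same sum brought Thor past the threshold (-0.38, adjusted p 0.0212, in a range of 0.0212 to 0.910 over 17 alternatives). With 1 library left out, Rheb ran from 0.0073 (without 50-day replicate 1) to 0.19 (without 50-day replicate 2), and Tor from 0.028 (without 3-day replicate 3) to 0.16 (without 3-day replicate 1). Thor ran from -0.16 (without 3-day replicate 1) to -0.018 (without 3-day replicate 3), and InR reached 0.13 without 50-day replicate 2. None of these fits gave a call. Removing the length trend took InR to 0.24 (adjusted p 0.0560, in a range of 0.0560 to 0.902 over 17 alternatives). The sign of Rheb, Tor and InR turned under at least 1 other scaling, and that of InR also without 3-day replicate 3 (-0.036). S6k was higher by a log2 change of 0.35 (SE 0.11, adjusted p 0.0376), but the call was not stable. It did not hold without 3-day replicate 2 (adjusted p 0.0845), 3-day replicate 3 (0.0877), 50-day replicate 1 (0.109) or 50-day replicate 3 (0.0802). The call was also lost with no filter on low values (0.0569) and with unscaled values (0.0938). Rescaling to the same sum lost it too, with a change of 0.069 (adjusted p 0.709). The adjusted p of S6k ran from 0.00979 to 0.709 over 17 alternatives. RpS6, which also belongs to the ribosomal protein list tested below, changed by 0.37 (SE 0.15, adjusted p 0.0874). It passed the threshold without 3-day replicate 3 (0.47, adjusted p 0.0387) and without the mean-variance trend (0.37, adjusted p 0.0452). Rescaling to the same sum lowered its change to 0.087 (adjusted p 0.605). The adjusted p of RpS6 ran from 0.0387 to 0.605 over its alternatives. Myc rose from 5.38 ± 0.384 to 9.36 ± 0.805 FPKM (log2 change 0.79, SE 0.094, adjusted p 0.000595) and stayed past the threshold in all 17 alternative fits. The transcripts of the insulin-like peptides moved apart. Ilp2 rose from 117 ± 26.7 to 219 ± 20.8 FPKM (log2 change 1.03, adjusted p 0.00163), Ilp5 from 45.9 ± 13.9 to 85.4 ± 5.96 (1.03, adjusted p 0.00345) and Ilp6 from 12.8 ± 0.463 to 25.7 ± 7.34 (1.03, adjusted p 0.00470). Ilp3 fell from 52.7 ± 6.35 to 17.1 ± 2.74 FPKM (log2 change -1.47, adjusted p 0.000145). These 4 directions and calls held under every alternative tried.

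The yolk protein transcripts and fit, a female-specific transcript, were higher at 50 days with a wide spread between libraries. Yp1 had 5843, 8103 and 13190 FPKM at 3 days and 29025, 23192 and 18487 at 50 days (log2 change 1.55, SE 0.39, limma adjusted p 0.0157). Yp3 changed by 1.61 (SE 0.37, adjusted p 0.0101), and Yp2 by 1.08 (SE 0.41, adjusted p 0.0687), where the ages overlapped. The Yp1 call did not hold without 3-day replicate 2 (adjusted p 0.0646), 50-day replicate 1 (0.0632) or 50-day replicate 2 (0.0525). With no filter on low values the calls of both Yp1 (adjusted p 0.174) and Yp3 (0.0716) were lost. Yp2 passed the threshold without 3-day replicate 3 (0.0188) and after rescaling to the same sum (0.0238). The log2 change of fit was 1.31 (SE 0.36, adjusted p 0.0209), and its adjusted p was 0.0677, 0.0701, 0.0699 and 0.0572 without 3-day replicates 1 and 2 and 50-day replicates 1 and 2. Over all alternatives the adjusted p ran from 0.000545 to 0.174 for Yp1, 0.0188 to 0.212 for Yp2, 0.000378 to 0.0716 for Yp3 and 0.00358 to 0.0701 for fit. The white gene w (log2 change -0.25, adjusted p 0.140) and to (-0.15, adjusted p 0.308) were not called. Rescaling to the same sum gave a call for to (adjusted p 0.0129, in a range of 0.0129 to 0.630). The change of to was -0.059 without 3-day replicate 3, and that of w was -0.16 without 50-day replicate 1. The w call appeared without 50-day replicate 3 (-0.36, adjusted p 0.0435) and after rescaling to the same sum (-0.49, adjusted p 0.0310). The adjusted p of w ran from 0.0310 to 0.370 over 17 alternatives. Of the 21 tested genes of the fixed list, 12 passed an adjusted p of 0.05 over all genes tested and 13 when adjusted over the list alone.

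The last comparison asked whether lists of functionally related genes moved together, with limma's camera test at a preset inter-gene correlation of 0.01 and adjustment over 10 lists. Cytosolic ribosomal protein transcripts had a median log2 change of 0.38, with 81 of 83 higher at 50 days (camera adjusted p 6.47e-08). The mean log2 level of the list was 9.12, 9.40 and 9.63 in the 3-day libraries and 9.85, 9.73 and 9.71 in the 50-day libraries. Of the 83 genes, 18 passed the threshold over all genes tested and 0 when adjusted over the list alone. The median was 0.31 once the trend on gene length in each library was removed, and 0.096 when each library was rescaled to the same sum. The 12 translation factors with TOP-type mRNAs had a median change of 0.32, with 10 higher and 4 called, and the list did not pass (adjusted p 0.0561). It passed without 3-day replicate 3 (median 0.42, adjusted p 0.0147) and with no filter on low values (adjusted p 0.0343), within a range of 0.0147 to 0.525 over its alternatives. Rescaling each library to the same sum lowered the median to 0.061 (adjusted p 0.103). Among these factors, Tctp, eEF1gamma, pAbp and eIF4B passed the threshold singly, and they are named after their values were seen. The 19 ribosome biogenesis genes had a median of -0.0095 (adjusted p 0.660).

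Among the other lists, 61 of 62 oxidative phosphorylation genes were lower at 50 days (median -0.55, camera adjusted p 6.53e-14), as were 63 of 71 mitochondrial ribosomal protein genes (median -0.16, adjusted p 0.000786). Without 3-day replicate 3 the median of the latter list was -0.092, with an adjusted p of 0.0223. Its median was -0.43 after rescaling to the same sum, -0.26 with unscaled values and -0.25 with the length trend removed. All 14 neuronal genes were lower (median -0.53, adjusted p 5.99e-06). Of 15 antimicrobial peptide genes, 14 were higher and 13 were called, with a median of 5.27 (adjusted p 1.96e-08). CecA2 and CecB were listed at 0 in every 3-day library, and without these 2 genes the median was 6.05. With a pseudocount of 0.1 the median of the 15 genes was 7.09. Of 14 fat body genes, 12 were higher (median 1.10, adjusted p 0.000666), 10 of them called. With the 10 most abundant genes left out, which removes Yp1, Yp2 and Yp3, the median was 0.69 (adjusted p 0.00315, in a range of 9.09e-08 to 0.525 over 18 alternatives). The phototransduction list had a median of -0.34 with 12 of 17 genes lower (adjusted p 0.0648) and passed without 50-day replicate 3 (median -0.38, adjusted p 0.0370), in a range of 0.0370 to 0.525 over its alternatives. The heat shock list had a median of 0.11 with 7 of 11 higher (adjusted p 0.911). With 1 gene called higher and 3 called lower, the list did not move together. Its median moved to 0.34 without 50-day replicate 1, 0.23 without 3-day replicate 2, 0.038 without 50-day replicate 2, 0.021 without 3-day replicate 1 and -0.053 without 50-day replicate 3. With fry, which tests each list against the spread between libraries, the oxidative phosphorylation, antimicrobial peptide, neuronal and fat body lists held (adjusted p 0.0134, 0.01002, 0.01002 and 0.0375). The cytosolic and mitochondrial ribosomal protein lists did not (0.0742 each). With an inter-gene correlation estimated from the 6 libraries no list passed, at an adjusted p of 0.525 for each of the 6 called lists.

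**Figure D3:**
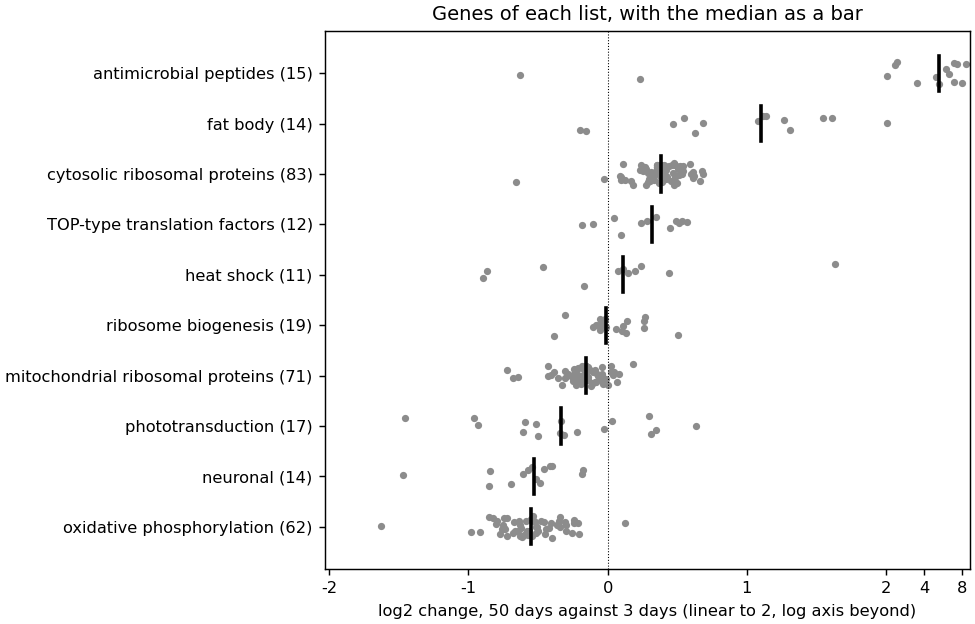
Grey points are the log2 changes of single genes from 3 to 50 days in each of the 10 lists, black bars are the medians, and the number of tested genes follows each name. The axis is linear to 2 and logarithmic beyond. The medians run from -0.55 for oxidative phosphorylation to 5.27 for antimicrobial peptides.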

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

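Alternatives with a pseudocount of 0.1, a mean of at least 5 FPKM, rescaling to the same sum, the length trend removed, or no variance trend were chosen after seeing the data. The rest were fixed before the data were examined. The number of genes called was 3418, and ran from 2703 to 3859 over 11 alternatives and from 2619 to 3718 genes across the 6 fits that each left out 1 library. Of the genes called without 50-day replicate 1, the lowest count, 2555 were among the 3418. No gene called in both the fit reported and any of these 17 alternatives changed direction. The split into higher and lower was less stable. It was 1604 to 1814 as reported, 1138 to 2271 with the deposited values unscaled, and 734 to 3125 after rescaling to the same sum. These scalings move the median of all genes by -0.098 and -0.26, which accounts for the shift. Library size alone is what the deposited values already carry. Changes of at least 2-fold ran from 524 to 754 genes, against 635.

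Lsp2, Lsp1alpha, Lsp1beta, Myc, Ilp2, Ilp3, Ilp5, Ilp6 and the 3 highest and 3 lowest genes kept direction and call throughout. Of the 4 other scalings, 2 turned the sign of small, uncalled changes. These were InR (-0.024) and Tor (-0.0054) with unscaled values, and Rheb (-0.17), InR (-0.18) and Tor (-0.16) after rescaling to the same sum. InR ran from -0.036 to 0.13 across the fits that each left out 1 library. Over 453 values of 27 named genes, 418 kept direction and side of the threshold, 18 lost a call, 11 gained one and 6 turned.

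The ribosomal protein median of 0.38 kept its sign in every alternative and ran from 0.28 to 0.53 with 1 library left out. Its call was lost under fry (median 0.38, adjusted p 0.0742) and camera with an estimated correlation (median 0.38, adjusted p 0.525). Both lean on the spread between libraries, which for this list was 0.25 (SD) at 3 days. The TOP-type factors passed with no filter beyond a non-zero value (median 0.32, adjusted p 0.0343). They ran from 0.26 to 0.42 with 1 library left out, passing without 3-day replicate 3 (adjusted p 0.0147); the cause was not tested. Over all alternatives their median ran from 0.061, after rescaling to the same sum, to 0.42, and their adjusted p from 0.0147 to 0.525. The median of the ribosome biogenesis list, near 0, turned with RLE factors (0.0021) and with the length trend removed (0.014), and ran from -0.0013 to 0.041 with 1 library left out. The heat shock median turned after rescaling to the same sum (-0.098) and at a mean of at least 5 FPKM (-0.18, with fewer genes tested), and ran from -0.053 to 0.34 with 1 library left out; the cause was not tested.

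The replicate numbers do not pair the samples. Deviations from the age means correlated at -0.21, -0.10 and -0.24 across genes for numbers 1 to 3. With the replicate number as a replicate block, 2703 genes were called, the ribosomal protein median was 0.38 (adjusted p 5.80e-07) and that of the TOP-type factors 0.32 (adjusted p 0.0726). Among named genes, the block fit called Fbp1 (adjusted p 0.0246) and did not call fit (0.0558) or Yp1 (0.0584). Not run were a minimum of 10 counts in every library and a count-based test, since the values are not counts, all 27 libraries in a common fit, and every alternative for the comparisons not analysed here. The depth, known only roughly, leaves the reliability of values under 1 FPKM open, and it limits the falls of CG7214, Acp1 and CG8736 and the rises of Lsp1alpha, CecA1 and the antimicrobial peptide list to a direction without a firm size.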

Other observations

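All tests in this part were chosen after the pattern they address had been seen, and those on length trends and on gut RNA had their outcome stated before the test was run. The age comparison itself has 10 splits of its 6 libraries into groups of 3. Only 1 of the 10, the split by age, gave as many as 3418 genes. The other 9 gave 0 genes at an adjusted p under 0.05, with 50 to 275 genes at an unadjusted p under 0.05, against 4256 for age. Each of these 9 mixes the ages, so an age difference widens the spread within its groups and lowers its count. With 3 libraries per age the share of splits with as many genes cannot fall under 0.1, so the count of splits by itself decides nothing. The 54.3% of genes whose ages did not overlap, where chance gives 10%, would argue against chance if genes varied independently. They do not, so the weight of this share is not known.

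Lsp2, which is not on the fat body list, rose far more than the genes of that list. A larger share of fat body RNA in 50-day heads would lift the transcripts of that tissue by a like factor. The median log2 change of the 14 fat body genes was 1.10, or 0.69 when the 10 most abundant genes of the table, the yolk protein genes Yp1 to Yp3 among them, were left out, and the largest was 2.03 for apolpp, against 6.12 (SE 0.24) for Lsp2, so such a share does not account for the whole rise. Of the 14, 6 are also on the fixed list, and all 14 exceeded 1 FPKM on average in 3-day heads. The lowest ratio of Lsp2 to Lsp1alpha and Lsp1beta together at 50 days was 4.65. This ratio cannot exclude reads from the Lsp1 paralogues as a source, because reads wrongly given to Lsp2 would raise it. A hypothesis that stays open, and untested, is that Lsp2 is induced in aged females. The ages differ in the flies raised as well as in age, and feeding state at collection is not given.

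The ribosomal protein rise has a technical companion. The libraries differ in a trend on gene length. Among the shortest decile of genes (median exon length 649 bases) the median deviation from the age mean was -0.095 in 3-day replicate 1 and 0.14 in 3-day replicate 3. Among the longest decile (median 8097 bases) it was 0.11 and -0.14. The age change itself ran from 0.12 in the shortest to -0.17 in the longest decile. Ribosomal protein genes are short, with a median of 922 bases. Lists matched on length and, less closely, on level rose by a median of 0.21, so part of the 0.38 is shared with other short, abundant genes. In every library the matched genes were lower in mean log2 level than the ribosomal protein genes, by 0.33 to 0.73. A change that depends on level is thus not fully controlled. The list lay above 99.3% of the 10000 matched lists, and with the trend removed its median was 0.31, above 99.2% of them, with a fry adjusted p of 0.0492. Genes within such a list move together, which these percentages ignore. Length is therefore not the whole cause. Scaling is not either. Relative to the matched genes of the same library, which a factor moves alike, the list was 0.24 higher at 50 days (0.69 ± 0.036 against 0.45 ± 0.11, SD, n = 3), with no overlap between the ages. Degradation of RNA before library preparation may differ between libraries and stays open, and so does a change with age.

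Within an age, the libraries differ along the direction of age. The difference between 3-day replicates 1 and 3 correlated at a Pearson's r of -0.31 (Spearman's rho -0.32) across genes with the difference between 50-day heads and 3-day replicate 2, which shares none of their libraries. For replicates 1 and 2, against replicate 3, it was -0.32 (rho -0.26). For replicates 2 and 3, r was -0.0093 but rho was -0.15, so their order depends on the measure. By both measures 3-day replicate 1 was the farthest from old heads. Genes are not independent replicates, and no p-value is given. Among the 50-day libraries, replicate 1 was the farthest from 3-day heads, at an r of 0.44 (rho 0.33) against replicate 2 and 0.28 (rho 0.29) against replicate 3. The order of 50-day replicates 2 and 3 was not settled (r -0.17, rho -0.0065). A trend on gene length is not the whole cause for the 3-day libraries. With the trend removed, r was -0.26 (rho -0.23) for replicates 1 and 3 and -0.32 (rho -0.26) for replicates 1 and 2. Hours since eclosion or tissue share at dissection could vary between samples; neither was tested.

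The neuronal list fell while the fat body list rose, which is what a lower share of neuronal RNA would give. That share alone would also lift muscle transcripts, but the median of the 11 muscle genes was -0.88, with 0 of 11 higher, all 11 being expressed in 3-day heads. Mhc, for example, fell from 244 ± 67.2 to 69.4 ± 10.1 FPKM. The 7 hemocyte genes went both ways (median 0.14, 4 higher). With the length trend removed the median of the neuronal list was -0.34 (camera adjusted p 2.22e-05, in a range of 8.14e-07 to 0.525 over the alternatives), so length is not the whole cause. A rise of fat body RNA, or regulation within each tissue, may lie behind the pattern and cannot be resolved from whole heads.

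In 3-day replicate 2, 9 genes were above 5 scaled FPKM and over 5 times the highest other library plus 0.5, against at most 1 gene in any other library. They are CG13159, CG9184, CG10591, CG31813, CG14756, CG14110, CG12011, RpS5b and CG13427. CG13159 had 187 FPKM and CG9184 had 112 FPKM in that library, and the other 5 libraries were at 0 FPKM for CG13159 and at most 0.442 FPKM for CG9184. RNA from another tissue would bring its abundant transcripts. For the ovary germline list the highest value in that library was 3.99 FPKM, for orb, which reached 4.398 FPKM in another library. The highest value was 0.887 FPKM for the testis list and 0.575 FPKM for the gut list, so none of these tissues is a likely source. Of the listed genes, 1 of 7 ovary germline genes and none of the testis or gut genes exceed 1 FPKM on average in 3-day heads. Another tissue or stage, or a mixed sample, remains open, and no biological explanation was tested.

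Among the 50-day libraries, replicate 2 had the lowest scaled value for all 15 of the tested antimicrobial peptide genes. For DptA the deposited values were 2045, 863 and 3315 FPKM in replicates 1 to 3, and for Drs 1032, 103 and 650 FPKM. These genes are regulated together, so the 15 are not independent.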
